# miR-331-3p and Aurora Kinase inhibitor II co-treatment suppresses prostate cancer tumorigenesis and progression

**DOI:** 10.18632/oncotarget.18664

**Published:** 2017-06-27

**Authors:** Michael R. Epis, Keith M. Giles, Dianne J. Beveridge, Kirsty L. Richardson, Patrick A. Candy, Lisa M. Stuart, Jacqueline Bentel, Ronald J. Cohen, Peter J. Leedman

**Keywords:** miR-331-3p, prostate cancer, Aurora Kinase inhibitor, co-treatment

## Abstract

RNA-based therapeutics could represent a new avenue of cancer treatment. miRNA 331-3p (miR-331-3p) is implicated in prostate cancer (PCa) as a putative tumor suppressor, but its functional activity and synergy with other anti-tumor agents is largely unknown. We found miR-331-3p expression in PCa tumors was significantly decreased compared to non-malignant matched tissue. Analysis of publicly available PCa gene expression data sets showed miR-331-3p expression negatively correlated with Gleason Score, tumor stage, lymph node involvement and PSA value, and was significantly down regulated in tumor tissue relative to normal prostate tissue. Overexpression of miR-331-3p reduced PCa cell growth, migration and colony formation, as well as xenograft tumor initiation, proliferation and survival of mice. Microarray analysis identified seven novel targets of miR-331-3p in PCa. The 3’-untranslated regions of PLCγ1 and RALA were confirmed as targets of miR-331-3p, with mutation analyses confirming RALA as a direct target. Expression of miR-331-3p or RALA siRNA in PCa cells reduced RALA expression, proliferation, migration and colony formation *in vitro*. RALA expression positively correlated with Gleason grade in two separate studies, as well as in a PCa tissue microarray. Co-treatment using siRALA with an Aurora Kinase inhibitor (AKi-II) decreased colony formation of PCa cells while the combination of AKi-II with miR-331-3p resulted in significant reduction of PCa cell proliferation *in vitro* and PCa xenograft growth *in vivo*. Thus, miR-331-3p directly targets the RALA pathway and the addition of the AKi-II has a synergistic effect on tumor growth inhibition, suggesting a potential role as combination therapy in PCa.

## INTRODUCTION

Prostate cancer (PCa) is the second most frequently diagnosed cancer and cause of cancer related death in men worldwide, accounting for 15% of all male cancers [1, 2]. Recent increases in PCa diagnosis have been in part due to broader awareness of the disease as well as the development of better methods of detection of early stage tumors. Initially, PCas express the androgen receptor (AR) and are dependent on androgens for their growth, providing the basis for androgen ablation therapies. However, the disease inevitably transforms into a hormone refractory or castrate resistant (CR) prostate cancer (CRPC), whereby tumors are resistant to conventional treatments that target the AR pathway and the prognosis is poor. While localized PCa can be treated and potentially cured, later stage CRPC is incurable and treatments or treatment responses are limited and/or short lived [3].

MicroRNAs (miRNAs) are a family of ˜22 nucleotide noncoding RNAs (ncRNAs) that regulate gene expression via specific targeting of the 3’untranslated region (3’UTR) of genes leading to translational repression or message decay [4]. In the previous decade, the involvement of miRNAs in tumor formation and progression of CRPC has become apparent [5]. miRNA dysregulation has been identified in urological diseases, most notably PCa, with more than 40 miRNAs postulated to target diverse oncogenic and tumor suppressor pathways [5, 6], with downstream consequences on a variety of cellular processes that affect tumor growth. Aberrant miRNA regulation in cancer includes overexpression of oncogenic miRNAs (oncomiRs) or loss of expression of tumor suppressor miRNAs. For example, the oncomiR miR-21 is reported to be aberrantly regulated by diverse mechanisms in a variety of cancers [7–14], and elevated serum miR-21 levels in PCa patients are correlated with a CR phenotype [15, 16].

We have previously characterized the capacity of tumor suppressor miRNAs (eg. miR-331-3p; miR-642-5p; miR-7-5p) to regulate the activity of the PI3K/AKT and other pathways in a number of cancer types, including PCa [17–23]. The activity of the PI3K/AKT pathway is controlled upstream by RAS proteins, a family of small GTPases that act as molecular switches for pathways regulating cell proliferation, survival, growth, migration, differentiation, and cytoskeletal dynamism [24]. Additional signaling pathways controlled via activation of RAS proteins include: the RAL (V-Ral Simian Leukemia Viral Oncogene) related proteins RALA and RALB in the RALGEF/RAL pathway (activated via the RALA binding protein 1 (RALBP1)); the protein kinase C (PKC) (activated by way of phospholipase (PLC) proteins eg. PLCγ1); and the ERK (activated through RAF and MEK) pathways [25]. Recent work has focused on inhibiting RAS activated pathways through the use of Aurora Kinase inhibitors (AKi’s), of which there are multiple forms [26]. AKi's have been investigated in a number of clinical trials, including several specifically evaluating the response of prostate tumors [27–30].

The relationship between abnormal miRNA regulation and aberrant RAS expression has been characterised previously in multiple cancers, including PCa [31–35]. Here, we describe two new miR-331-3p targets in PCa, RALA and PLCγ1, which are downstream of RAS in the RALGEF/RAL and PKC activation pathways. Building on our previous studies whereby we identified miR-331-3p as a tumor suppressor miRNA [21, 22], we propose that loss of miR-331-3p expression in PCa is an indicator of advanced disease and has downstream effects on targets within RAS activated pathways, further contributing to disease progression. Further, we demonstrate synergistic PCa growth suppression with a combination of miR-331-3p and an AKi proving a new potential therapeutic avenue in CRPC.

## RESULTS

### miR-331-3p expression is significantly downregulated in prostate tumors

Our initial studies focused on evaluation of miR-331-3p expression in PCa compared to adjacent non-malignant prostate tissue. In a pilot cohort of matched nonmalignant prostate vs prostate tumor samples from patients with similar clinical characteristics (age, preoperative PSA, lymph node involvement, Gleason grade), 9 of the 11 samples (81%) exhibited at least a 1.5 fold decrease in miR-331-3p expression in tumor tissue relative to non-malignant prostate (Odds Ratio = 4.5; Figure 1A). From this result, the study was extended to a cohort of 46 patient tumors vs matched nonmalignant prostate tissues, which was the number of patients required to achieve statistical significance (Odds Ratio = 3.00, Power = 0.9). In this cohort, miR-331-3p was down regulated in 33/46 prostate tumor samples when compared to the matched nonmalignant prostate, with 25 of 46 patients (˜55%) showing a 1.5 fold or greater decrease (Figure 1B, 1C). Furthermore, across all specimens, a global down regulation of miR-331-3p within the tumor samples relative to nonmalignant prostate was observed (Figure 1D), and 11 of these cases showed divergent miR-331-3p levels in the tumor and matched non-malignant adjacent tissue (NAT) (Supplementary Figure 1A).

**Figure 1:**
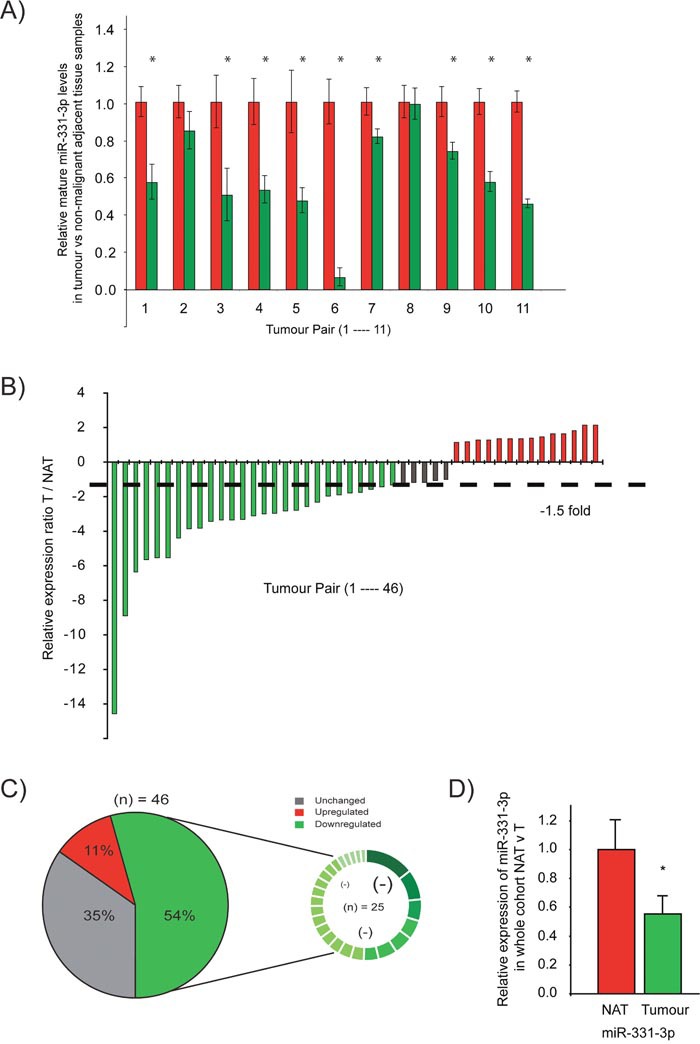
miR-331-3p expression is reduced in PCa tissue relative to a paired non-malignant adjacent tissue (NAT) **(A)** Taqman qRT-PCR detection of miR-331-3p in tumor samples (red bars) relative to a matched non-malignant control sample (green bars) in a pilot cohort study. **(B)** Taqman qRT-PCR detection of miR-331-3p in tumor samples relative to a matched non-malignant control sample in a larger patient cohort study. miR-331-3p expression is colour indicated, where red is significantly increased by > 1.5 fold, green is significantly decreased by > 1.5 fold and grey is unchanged. **(C)** miR-331-3p expression is significantly downregulated in prostate tumors. Pie graph representation of miR-331-3p expression across a large cohort study of 46 patient tumor samples with matched non-malignant control samples. The smaller circle indicates the 25 samples in which miR-331-3p is downregulated, with significant absolute fold changes (<1.5 fold) visually annotated by difference in size and colour gradient within this downregulated subset. **(D)** miR-331-3p expression across all tumor samples compared to non-malignant matched controls in a 46 patients cohort.

Our findings above were further validated when we interrogated The Cancer Genome Atlas (TCGA) PCa tissue samples for expression of miR-331-3p. We identified an inverse correlation between intratumoral miR-331-3p expression and the clinico-pathologic features of PCa; including Gleason score, tumor stage, ratio of positive to negative lymph nodes and PSA level; suggesting that high tumoral miR-331-3p expression may be beneficial with regards to disease severity (Table 1). To determine whether epigenetic regulation was contributing to the observed miR-3313p down regulation, LNCaP cells were treated with the methylation and acetylation inhibitors TSA (Trichostatin-A) and 5-aza-2’-deoxycytidine (AZA), respectively. The expression of miR-375, a known epigenetically regulated miRNA [67], was increased significantly by methylation and acetylation inhibition, while the expression of miR-331-3p remained unchanged. (Supplementary Figure 2A). Taken together, these data indicate that miR-331-3p is a tumor suppressor in PCa, whereby due to it's frequent downregulation, it is associated with a more aggressive clinical phenotype at the outset.

**Table 1:** Correlation coefficients of intratumoral miR-331-3p expression (prostate cancer) relative to clinicopathologic features from The Cancer Genome Atlas (TCGA)

Variable		High miR-331
**Gleason score**	Cor	-0.125^**^
	n	534
**Tumor stage**	cor	-0.126^**^
	n	534
**Ratio of positive LNs^†^**	cor	-0.151^**^
	n	443
**PSA value**	cor	-0.143^**^
	n	477

^*^Correlation is significant at the p<0.005 level (two-tailed).

^†^ Ratio of positive LNs is the ratio of positive to total lymph nodes examined.

### Effects of miR-331-3p over expression on proliferation, migration, colony formation and xenograft growth

To evaluate the functional effects of miR-331-3p as a putative tumor suppressor in PCa cells, we initially transiently overexpressed miR-331-3p in DU145 PCa cells and found it reduced proliferation (Supplementary Figure 3A), migration (Supplementary Figure 3B) and colony formation (Supplementary Figure 3C). We next transiently overexpressed miR-331-3p in 22Rv1 cells and transplanted them into NSG mice and noted that miR-331-3p delayed the detection of palpable tumors in NSG mice from day 23 to day 25 compared to miR-NC transfected controls (Figure 2A). In addition, xenograft volume was significantly greater in miR-NC transfected cells at all time points (Figure 2A) and MRI imaging of animals at day 32 post injection indicated marked differences in tumor size (Figure 2B). The end point based on tumor size (1500 mm^3^) was reached first by mice in the miR-NC transfected group at day 33 post injection, and all xenografts formed from these cells reached this end point by day 40 (Figure 2C). In contrast, only 4 of 12 mice injected with miR-331-3p transfected 22Rv1 cells had reached this end point at day 40. When the experiment was extended to 55 days, 10 of the 12 mice in this group had reached the designated tumor end point (Figure 2C). Log-rank (Mantel-Cox) and Gehan-Breslow-Wilcoxon testing revealed the survival of miR-331-3p treated mice was significantly different to miR-NC treated mice (p<0.0001; p<0.0002). These results indicate that transient over expression of miR-331-3p significantly reduced 22Rv1 xenograft growth and that this was associated with increased survival.

**Figure 2:**
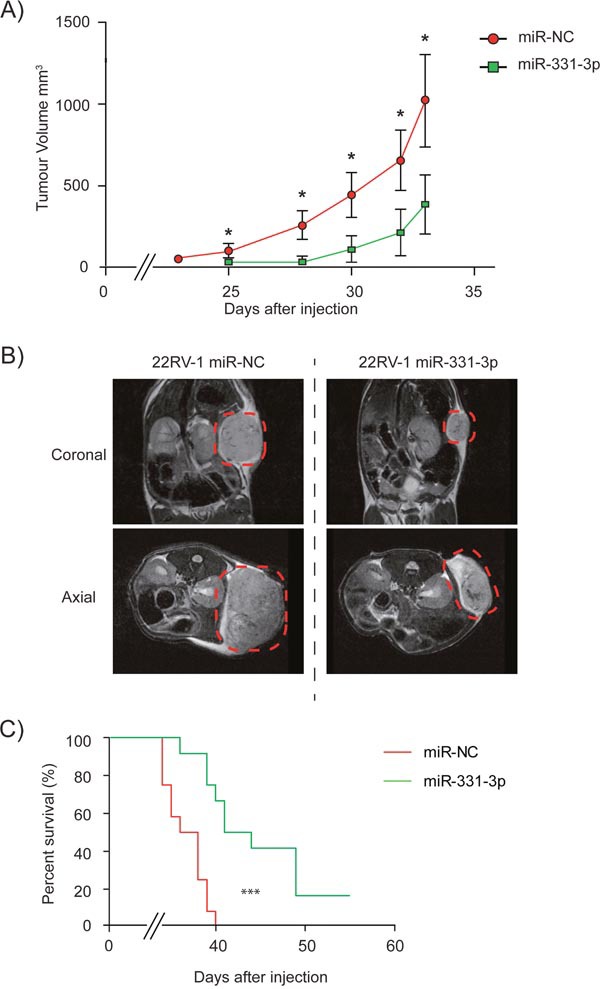
miR-331-3p inhibits PCa xenograft tumor growth Xenografts of 22Rv1 PCa cells transiently overexpressing miR-NC or miR-331-3p on NOD/SCID (NSG) mice. **(A)** Tumors were established by day 25 and size and volume were measured in mice up to day 33. (CI = 0.95; *p < 0.05). **(B)** Coronal and axial MRI images from Day 32 representative mice from both miR-NC and miR-331-3p xenograft groups. Tumor area is highlighted by red dash circle. **(C)** Tumor size end point Kaplan-Meier survival curve of miR-NC vs miR-331-3p xenograft mice. Log-rank (Mantel-Cox) Test ***p<0.0001; Gehan-Breslow-Wilcoxon Test ***p<0.0002.

### Identification of miR-331-3p target genes

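LNCaP is an androgen-sensitive line from a lymph node metastasis of prostate cancer. Total RNA was taken 24 h after transfection with 30 nM of a precursor of miR-331-3p (pre-miR-331-3p) or of a negative control precursor (pre-miR-NC), and was hybridized to Illumina Human-6 v3 beadchips, which read each transcript with short probes on beads. The values cover 6 arrays, 3 labelled miR-331-3p and 3 labelled miR-NC, as replicates A, B and C of each. The paper states that profiling was performed in triplicate. The legend of Figure 3 says of its panels in general that they represent 3 independent experiments, without saying which array came from which experiment. The p-values measure the spread between these arrays. The authors' signals had been background corrected, brought to the log2 scale with variance stabilization and quantile normalized. They run from 6.52 to 13.94 for 48802 probes, and the median of every array is 6.872. A single gene symbol was available for 27577 probes, several symbols for 13, which are left unnamed, and 21212 are unnamed here. The 16752 probes with a mean signal of at least 7 over the 6 arrays were tested with limma, with Benjamini-Hochberg adjustment over those probes. This minimum was chosen from the distribution of the means, without regard to the groups. Compression of low signals by the variance stabilization may understate the fold of dim probes. Groups are named by their labels throughout, as arrays labelled miR-331-3p and arrays labelled miR-NC, because the direction of the comparison under these labels is opposite to the paper's.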

To identify the major pathways and genes regulated by miR-331-3p in PCa, we performed microarray analysis of LNCaP cells treated for 24 h with pre-miR-331-3p or pre-miR-NC. We found 148 genes down regulated by at least 1.5 fold in samples treated with pre-miR-331-3p (Figure 3A; Supplementary Table 2). Of these 148 genes, 81 (54.7%) contained miR-331-3p seed regions within their 3’-UTR (p ≤ 3.3 × 10^-8^) based on DAVID and DIANA miR-ExTra analyses. 

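RRBP1, a ribosome-binding protein of the endoplasmic reticulum, had the largest difference of all probes tested. Its log2 signal was 10.75 ± 0.051 (SD, n = 3) in the arrays labelled miR-331-3p and 8.74 ± 0.026 (SD, n = 3) in those labelled miR-NC, and its other probes differed by 1.10 and 0.51, both past limma's test (the second had adjusted p = 0.10 with the methods' t-test). This direction, higher in the arrays labelled miR-331-3p, is opposite to that in the paper, and the same holds for the other genes of the paper's list given here. In size the fold of RRBP1 was 4.02 in both. Of 134 rows of the paper's list matched by gene name, 132 had the same size within 1%, and all 134 had the opposite sign. Where a gene had several probes, the one closest in size was taken for this match. VPS25, a subunit of the ESCRT-II complex, was higher by 1.64 on the log2 scale (standard error 0.073, adjusted p = 6.9e-07 from limma). LRP3, DESI1, HMOX1, which encodes the heme-degrading enzyme heme oxygenase, MYDGF, BEX2, MT1F, TXLNA, IL13RA1, YRDC and STX6 followed, at log2 differences from 1.60 to 1.22. On the other side, COMMD10 was lower in the arrays labelled miR-331-3p, with a log2 difference of -1.30 (standard error 0.093, adjusted p = 1.8e-05 from limma), and its second probe gave -1.28. ERLIN2, LLPH, SNRPC, BLOC1S6, PRRC2C, ISCU, TMEM248, ATPAF1, DICER1, which encodes the enzyme that cuts microRNA precursors, C12orf76 and RIMOC1 were lower by log2 differences from -1.03 to -0.94. Other probes of ATPAF1, BLOC1S6 and ERLIN2 did not pass the test, at 0.05 for ATPAF1, -0.31 for BLOC1S6 (-0.19 without miR-NC replicate A), and -0.22 and -0.13 for ERLIN2. The second probe of DICER1 passed at -0.29 (adjusted p = 0.043 from limma), a call lost with the methods' t-test, the replicate block and on leaving out any array but miR-331-3p replicate C, at adjusted p from 0.057 to 0.15. Other probes of YRDC, SNRPC and ISCU passed, at 0.63, -0.73 and -0.75. With the methods' t-test after adjustment, the calls of BEX2, IL13RA1, LLPH, BLOC1S6, TMEM248, ATPAF1, RIMOC1, the probe of SNRPC with the larger difference and those of YRDC and ISCU with the smaller were lost, at adjusted p from 0.051 to 0.087. In total 151 probes for 131 named genes were higher by at least 1.5 fold in the arrays labelled miR-331-3p, and 109 probes for 77 named genes were lower. Of these, 150 and 92 also passed an adjusted p of 0.05. Without regard to fold, 720 probes were higher and 613 were lower at that threshold. With the methods' t-test, 1545 probes were higher and 1459 lower at its unadjusted threshold, and 115 and 49 after Benjamini-Hochberg adjustment. Leaving out the array labelled miR-331-3p replicate A moved the probes lower by 1.5 fold to 182. Leaving out miR-NC replicate A, B or C, or miR-331-3p replicate B, moved the probes lower at the adjusted threshold to 325, 263, 269 and 325, and those higher to 423, 385, 363 and 459. From the comparison of the treated and control samples, the paper states that the genes past its fold threshold were down regulated by pre-miR-331-3p (Figure 3A).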

Using Ingenuity Pathway Analysis, we found that each of the 81 genes was over represented in a number of KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways, most notably “Pathways in Cancer”. 

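Of 19 measured genes of RAS, RAL and PLC signaling, a list that holds RALA and PLCG1 from the paper's own selection on these samples, 4 were higher in the arrays labelled miR-331-3p and none was lower at an adjusted p of 0.05 (4 higher and 1 lower when adjusted over the list alone). Besides RALA and PLCG1, these were RAP2A and RGL2. RAP2A, a RAS-related small GTPase that Supplementary Table 2 also holds, had a log2 difference of 0.64 (standard error 0.084, adjusted p = 0.0010 from limma). RGL2, an exchange factor for RAL proteins, had 0.39 (standard error 0.095, adjusted p = 0.032 from limma). The median of the list was 0.10 (adjusted p = 0.014 from camera), with adjusted p = 0.18 with an estimated correlation, and 0.044 without miR-331-3p replicate C (adjusted p = 0.045 from camera). Of 15 measured PI3K/AKT pathway genes, 2 were lower and none was higher (3 lower and 1 higher when adjusted over the list alone). These were PDPK1, the kinase that phosphorylates AKT, with a log2 difference of -0.40, and PIK3R1, the regulatory subunit of PI3K, with -0.38. The list as a whole had adjusted p = 0.84 from camera, with a median of 0.06 and a mean of -0.01, which differ in sign. Without each array in turn, this median ran from -0.057 to 0.11. Of 39 measured cell cycle genes, 7 were lower in the arrays labelled miR-331-3p and none was higher (10 lower and 1 higher when adjusted over the list alone). An exchange of the labelled groups would turn this direction and those of the other lists given here. RRM2, a subunit of ribonucleotide reductase, had a log2 difference of -0.60 (standard error 0.15, adjusted p = 0.029 from limma), and BIRC5, which encodes survivin, -0.42. TPX2, a spindle protein that activates Aurora A, had -0.40. The list had a median of -0.19 (adjusted p = 5.9e-07 from camera), and adjusted p = 0.026 with an estimated correlation. Of the 14 measured p53 target genes, 0 passed limma's test (0 when adjusted over the list alone), 2 had an unadjusted p under 0.05, and 0 passed the methods' t-test after adjustment. By that t-test 0 of the cell cycle or PI3K/AKT genes passed, and 1 of the RAS, RAL and PLC genes did.

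**Figure D1:**
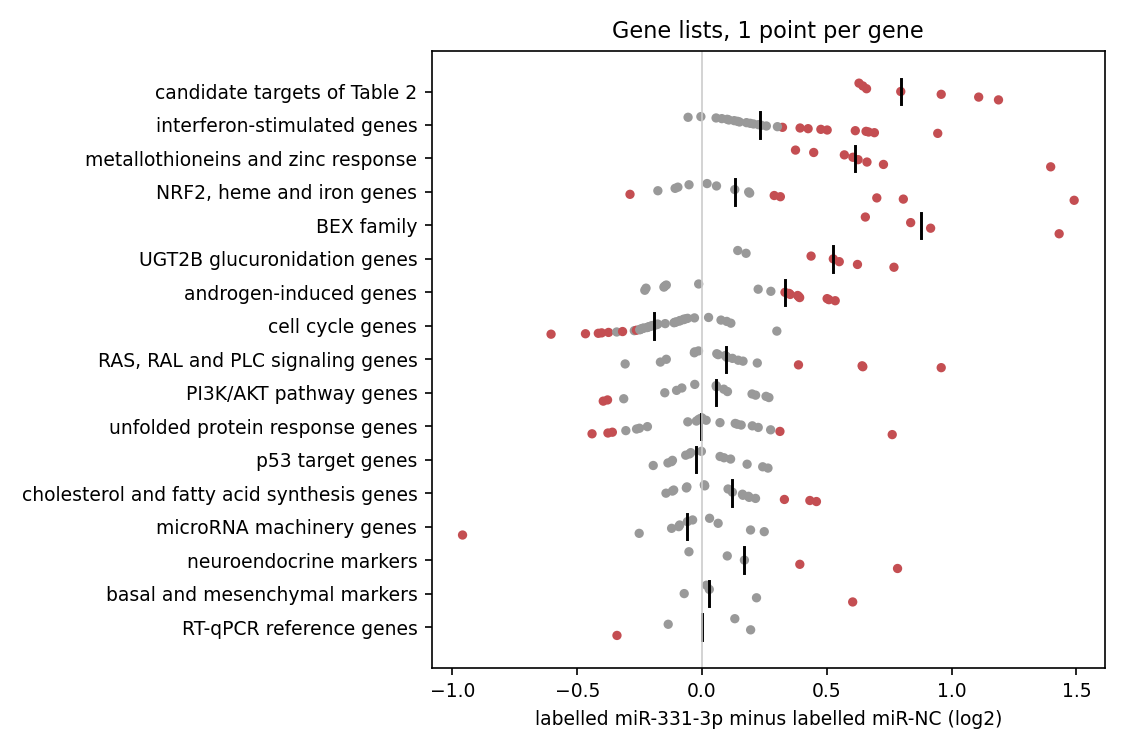
Log2 difference of the arrays labelled miR-331-3p minus those labelled miR-NC (horizontal axis) for the measured genes of 17 lists (vertical axis), 1 point per gene. Red points passed an adjusted p of 0.05 from limma and the black line is the median of the list, which is -0.19 for cell cycle genes.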

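All 7 candidate targets were higher in the arrays labelled miR-331-3p (7 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples). DNAJC14, a membrane-bound DNAJ chaperone, had a log2 signal of 9.10 ± 0.016 (SD, n = 3) in the arrays labelled miR-331-3p and 7.92 ± 0.042 (SD, n = 3) in those labelled miR-NC, a log2 difference of 1.19 (standard error 0.069, adjusted p = 6.3e-06 from limma). RALA, a RAS-related small GTPase, had 10.87 ± 0.092 (SD, n = 3) and 9.91 ± 0.12 (SD, n = 3), a log2 difference of 0.96 (standard error 0.086, adjusted p = 8.4e-05 from limma). EFNB2, a ligand of Eph receptors, differed by 0.80 (standard error 0.083, adjusted p = 0.00024 from limma). PLCG1, the phospholipase PLCγ1, differed by 0.64 (standard error 0.098, adjusted p = 0.0025 from limma). Its second, dimmer probe had a log2 difference of 0.28 and adjusted p = 0.16 from limma, and passed without miR-331-3p replicate C, at 0.39 (adjusted p = 0.023), while without miR-331-3p replicate A it fell to 0.15 (adjusted p = 0.37). TAB1, an activator of the kinase TAK1, differed by 0.63 (standard error 0.087, adjusted p = 0.0014 from limma). Other probes of TAB1 lay under the minimum signal and were not tested, at mean signals of 6.95 and 6.90, and did not follow it, with log2 differences of -0.04 and -0.05. At the called probe of each of these genes the 3 arrays of one group lay above the 3 of the other (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). After Benjamini-Hochberg adjustment of the methods' t-test, EFNB2, PLCG1 and TAB1 missed the threshold, at adjusted p = 0.053, 0.11 and 0.081.

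**Figure D2:**
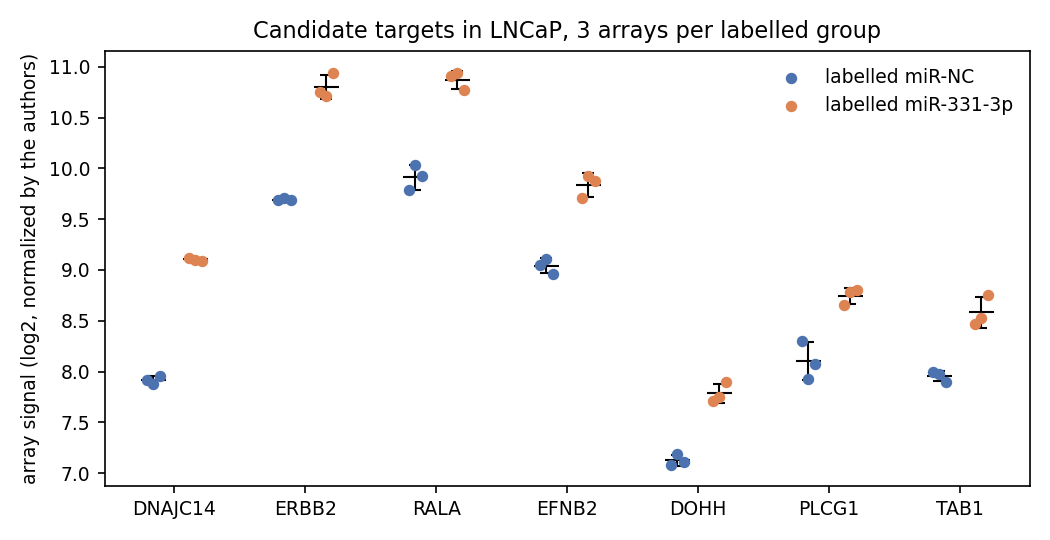
Array signal on the log2 scale (vertical axis) of the 7 candidate targets (horizontal axis) in LNCaP. Points are the 3 arrays of each labelled group, with the mean and SD in black, and the arrays labelled miR-331-3p are higher for each gene, from 0.63 for TAB1 to 1.19 for DNAJC14.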

Seven of the most downregulated genes were studied further (Figure 3B) and the regulation of their expression was independently confirmed by RT-qPCR (Table 2). 

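ERBB2, the receptor tyrosine kinase HER2, had a log2 signal of 10.80 ± 0.12 (SD, n = 3) in the arrays labelled miR-331-3p and 9.69 ± 0.014 (SD, n = 3) in those labelled miR-NC. The log2 difference was 1.11 (standard error 0.079, adjusted p = 1.8e-05 from limma). Other probes of ERBB2 lay under the minimum signal and were not tested, at mean signals of 6.93 and 6.74, and did not follow it, with log2 differences of -0.11 and -0.09. DOHH, the hydroxylase that completes the hypusine residue of eIF5A, had 7.79 ± 0.094 (SD, n = 3) and 7.13 ± 0.056 (SD, n = 3). It differed by 0.66 on the log2 scale (standard error 0.078, adjusted p = 0.00050 from limma), from a signal near the minimum.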

Included in this cohort were ERBB-2 and DOHH, two targets of miR-331-3p we have described previously [21, 22]. Expression of each of the candidate miR-331-3p targets was evaluated in the 46 PCa cases above, with special attention focused on a subset of samples that indicated the largest change in miR-331-3p expression between a non-malignant adjacent tissue sample and its matched tumor sample. This RT-qPCR analyses indicated that the expression of RALA, PLCγ1, MARCKS and RRBP1 were negatively correlated with that of miR-331-3p in all samples from this subset (Figure 3C). Investigation of PCa cohorts within TCGA revealed miR-331-3p was significantly down regulated in tumor tissue vs normal adjacent benign prostate tissue (Table 3) and also that RALA and PLCγ1 were positively correlated (˜540 samples (cor=0.162, p<0.001); Supplementary Figure 1B). RALA expression was also positively correlated with Gleason score (Table 4). However, RALA and PLCγ1 expression were not significantly correlated with other clinical features of the prostate tumors (Table 4). Additional analysis of data from Taylor *et al* [73] similarly identified that miR-331-3p was significantly down regulated in tumor tissue relative to normal adjacent benign prostate tissue (Table 3) and that RALA expression was positively correlated with Gleason Score (Table 5). To further evaluate this, we immunostained a PCa tissue microarray for RALA expression and found that it progressively increased in tumors of higher TNM stage (Table 6; Supplementary Figure 1C).

**Figure 3:**
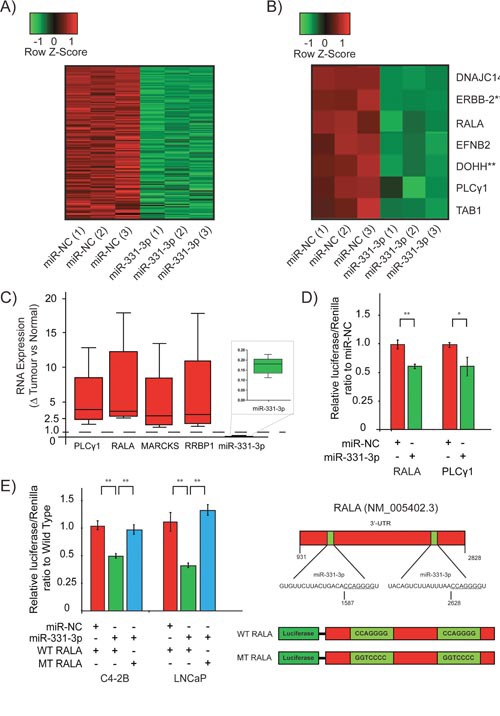
RALA is a direct target of miR-331-3p in PCa cells **(A)** Heat map of all significantly down regulated targets in a microarray study using LNCaP cells transiently expressing miR-331-3p. All targets are represented with or without a predicted miR-331-3p seed region. **(B)** Further stratification of the most down regulated targets identified in the LNCaP/miR-331-3p microarray. ** indicates previously reported targets of miR-331-3p in PCa. **(C)** Box and Whisker plot analyses of PLCγ1, RALA, MARCKS, RRBP1 and miR-331-3p expression in patient tumor v non-malignant prostate tissue. A value of 1.0 is the calculated ratio where the expression of the miRNA or direct target was unchanged between tumor and NAT, and is indicated by the dotted line. **(D)** Luciferase reporter gene analysis of the 3’-UTR of putative miR-331-3p targets PLCγ1 and RALA, in C4-2B PCa cells transiently overexpressing miR-NC or miR-331-3p. **(E)** Luciferase reporter assays of the 3’-UTR of RALA with the two seed regions for miR-331-3p in the 3’-UTR mutated, in LNCaP and C4-2B PCa cells transiently overexpressing miR-NC or miR-331-3p. For all data shown, Error bars = SD; are representative of three independent experiments and *p<0.05, **p<0.005.

**Table 2:** Fold decrease of candidate miR-331-3p target genes from microarray analysis and RT-qPCR detection of the same genes from LNCaP PCa cells overexpressing miR-331-3p

Gene	Array Fold *decrease*	RT-qPCR *decrease*
DNAJC14	2.27	2.98
ERBB-2 [21]	2.15	2.01
RALA	1.94	1.42
EFNB2	1.73	2.38
DOHH [22]	1.57	2.65
PLCγ1	1.56	2.05
TAB1	1.54	1.57

**Table 3:** Average miR-331-3p levels across malignant and adjacent normal prostate tissue in two publicly available cohorts

Cohort	Prostate tissue	n	Average miR-331-3p expression	p-value
Taylor et al. 2010 [73]	Normal	21	9.48	0.007
	Tumor	108	9.23	
Prostate TCGA	Normal	52	17.04	0.009
	Tumor	499	11.71	

P values were calculated using 2-tailed t-testing.

**Table 4:** Correlation coefficients (r) of intratumoral RALA, PLCγ1 expression relative to clinicopathologic features from The Cancer Genome Atlas (TCGA) (prostate cancer)

Variable		High RALA	High PLCG1
**High RALA**	cor		0.161^***^
	n		543
**High PLCG1**	cor	0.161^***^	
	n	543	
**High miR-331**	cor	-0.024	-0.028
	n	543	543
**Gleason score**	cor	0.117^*^	0.040
	n	534	534
**Tumor stage**	cor	0.047	0.016
	n	534	534
**Ratio of positive LNs^†^**	cor	0.014	0.054
	n	443	443
**PSA value**	cor	0.013	0.058
	n	477	477

^*^p <0.005 level, ^***^p <0.0005.

^†^ Ratio of positive LNs: the ratio of positive to total lymph nodes examined.

**Table 5:** Correlation coefficients of intratumoral RALA and PLCγ1 expression (PCa) relative to each other and to Gleason Score or Tumor Stage from Taylor *et al* [73]

Variable		High RALA	High PLCγ1
**High RALA**	r		0.033
	n		218
**High PLCγ1**	r	0.033	
	n	218	
**Gleason score**	r	0.253^***^	0.081
	n	218	218
**Tumor stage**	r	0.119	0.138
	n	200	200

^***^Correlation is significant at the p<0.0005 level (two-tailed).

**Table 6:** RALA expression positively correlates with TNM stage

TNM Stage	RALA expression ratio
T2N0M0	1.25
T2N1M1c	2
T3N0M1	2.25
T4N1M1c	2.375

### RALA and PLCγ1 3’-UTRs are targeted by miR-331-3p

To investigate the interaction between miR-331-3p and RALA and PLCγ1, we evaluated each in luciferase reporter assays. Transient overexpression of miR-331-3p significantly downregulated induced luciferase activity in C4-2B and LNCaP cells, indicating targeting of the RALA and PLCγ1 3’-UTRs by miR-331-3p (Figure 3D; LNCaP data not shown). Mutation of two candidate miR-331-3p seed sites within the 3’-UTR of RALA significantly rescued miR-331-3p induced repressor activity, indicating a direct interaction between miR-331-3p and the RALA 3’-UTR (Figure 3D, 3E). In contrast, mutation of a single conserved miR-331-3p seed site in the 3’-UTR of PLCγ1 did not rescue miR-331-3p effects, suggesting that miR-331-3p activity is either indirect or mediated by alternative seed regions in LNCaP cells (data not shown).

### Targeted degradation of RALA reduces cell proliferation

Focusing on the miR-331-3p target RALA, we assessed the proliferative capacity of PCa cells following siRNA-mediated degradation of RALA. Immunoblotting for RALA indicated at least a 90% reduction in RALA levels in cells transfected with either of two RALA siRNAs (LNCaP cells; Figure 4A). Proliferation was assessed in LNCaP cells +/- RALA siRNA using a CellTiter end point assay or the xCELLigence real time system. RALA siRNA transfected cells exhibited a significant growth reduction as compared to the si-NC transfected cells using both methods of evaluation (Figure 4A and 4B).

**Figure 4:**
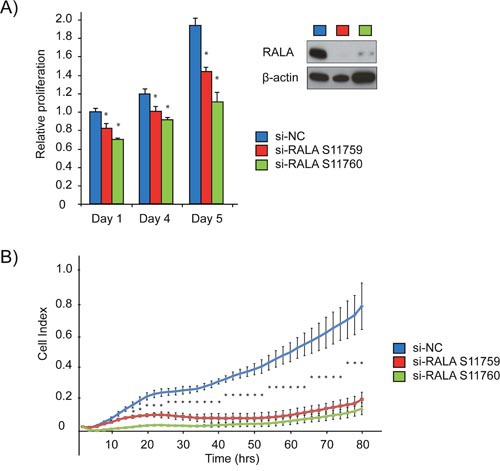
siRNA mediated inhibition of RALA expression reduces proliferation of PCa cells **(A)** LNCaP cells were treated with two different RALA siRNAs and compared to si-NC using cell titre. Immunoblotting for RALA confirmed siRNA mediated depletion. **(B)** Proliferation of LNCaP cells (Cell Index) was measured using the xCELLigence system post RALA siRNA or siNC transfection. Error bars = SD, n=3, *p<0.05.

### Effects of Aurora Kinase inhibitor II treatment of PCa cells +/- RALA and miR-331-3p

Given that Aurora Kinase Inhibition could potentially work synergistically with miR-331-3p to inhibit signaling in the Ras-RALA pathway, we next investigated the effects of AKi-II treatment on PCa cells viability. Both LNCaP and 22Rv1 cells were sensitive to the AKi-II with EC_50_ concentrations of 4.57 μM and 10.39 μM, respectively (Figure 5A). Treatment of LNCaP cells with a fixed dose of AKi-II (10 μM) induced a significant decrease in cell proliferation over a 5-day period (Figure 5B). Pretreatment of LNCaP cells with miR-331-3p increased their sensitivity to the AKi-II by ˜57%, suggesting that miR-331-3p targets may be involved in pathways specific to the AKi-II (Figure 5C). Consistent with these results, AKi-II significantly inhibited *in vitro* colony formation and in addition enhanced the inhibitory activity of miR-331-3p or si-RALA treatments on colony formation (Figure 5D and 5E). Using the Bliss Independence Model [74], the combination treatment of cells with miR-331-3p and the AKi-II (Supplementary Table 3) or with si-RALA (Supplementary Table 4) was found to be synergistic in both cases (Figure 5D; Figure 5E ).

**Figure 5:**
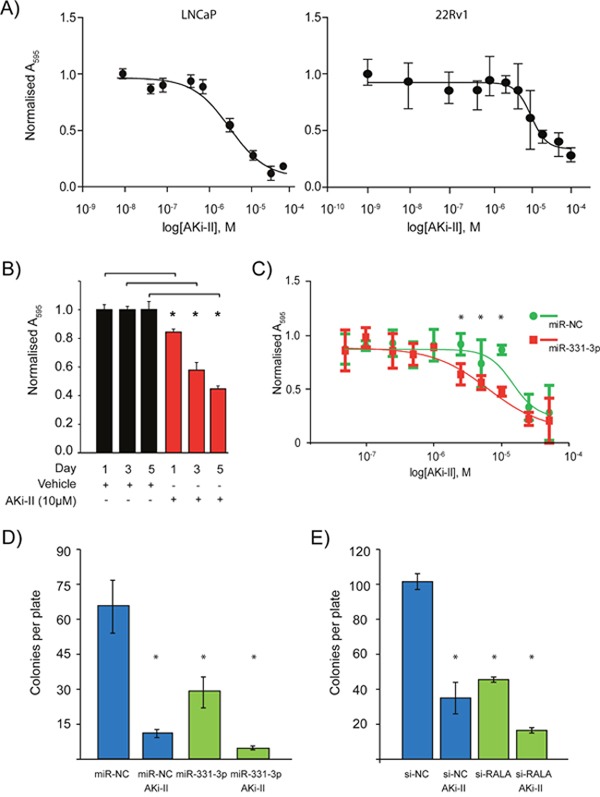
Effects of Aurora kinase inhibitor II treatment of PCa cells +/- RALA and miR-331-3p **(A)** Varying concentrations of AKi-II were used to establish an EC_50_ of the inhibitor in LNCaP and 22Rv1 PCa cells. **(B)** LNCaP PCa cells were treated with 10 μM AKi-II over 5 days and proliferation was measured via cell titre. **(C)** The effect pretreatment of LNCaP PCa cells with miR-331-3p has on the EC_50_ concentration of Aki-II. **(D)** Effects on colony formation of LNCaP PCa cells between miR-NC/miR-331-3p treated cells vs miR-NC/miR-331-3p and AKi-II treated cells. **(E)** Effects of si-RALA treatment on colony formation between si-RALA treated vs si-RALA and AKi-II treated 22Rv1 PCa cells. *p<0.05; CI=0.95; n=3, Error bars = SD.

### Effects of miR-331-3p and AKi-II pre-treatment of PCa cells on xenograft growth

To evaluate the effects of combining the AKi-II with miR-331-3p *in vivo*, we established xenografts of miR-331-3p overexpressing 22Rv1 cells that were treated ± Aki-II. As previously observed (Figure 2A), transient overexpression of miR-331-3p in 22Rv1 cells delays the initial detection and subsequent growth of xenografts in comparison to that of control miR-NC transfected cells (Figure 6A; blue vs green). AKi-II pretreatment also reduced xenograft growth, with either AKi-II or miR-331-3p treatments reaching similar tumor volumes at the time of first cull in the miR-NC treated group (Figure 6A). AKi-II pretreatment of miR-331-3p transfected cells further reduced xenograft growth compared to either treatment alone or to that of control miR-NC transfected cells (Figure 6A). MRI revealed that AKi-II treatment of control miR-NC transfected cells significantly reduced the volume of resulting xenografts (not shown), while AKi-II co-treatment further enhanced the inhibitory effects of miR-331-3p transfection on the volumes of the resulting xenografts (Figure 6B). Finally, in miR-NC transfected cell xenografts, tumor volume end points were reached only 4 days after the first cull event, with miR-331-3p transfected cell xenografts taking significantly longer to reach end point at approximately 10 days post first cull (Figure 6C). Two days later (Day 12 post first cull), AKi-II treated (miR-NC transfected) cell xenografts reached end points with the miR-331-3p and AKi-II co-treated group taking the longest to reach end point (extending out to 14 days post first cull) (Figure 6C). Log-rank (Mantel-Cox) testing of all survival curves revealed the survival of AKi-II, miR-331-3p and combination treated mice was significantly different to miR-NC treated mice (p<0.0005), with a Logrank test for trend revealing a significant trend (p<0.0011). Analysing this data using the Bliss Independence Model [74], the combination treatment of the AKi-II with miR-331-3p was found to have an additive effect (Supplementary Table 5). This was opposed to the previous *in-vitro* result using miR-331-3p (Figure 5D) or si-RALA (Figure 5E) in combination with the AKi-II, where we observed a synergistic effect. Overall, these data suggest combining miR-331-3p with an AKi-II will result in increased tumor suppression *in vivo* and supports our previous *in vitro* observations.

**Figure 6:**
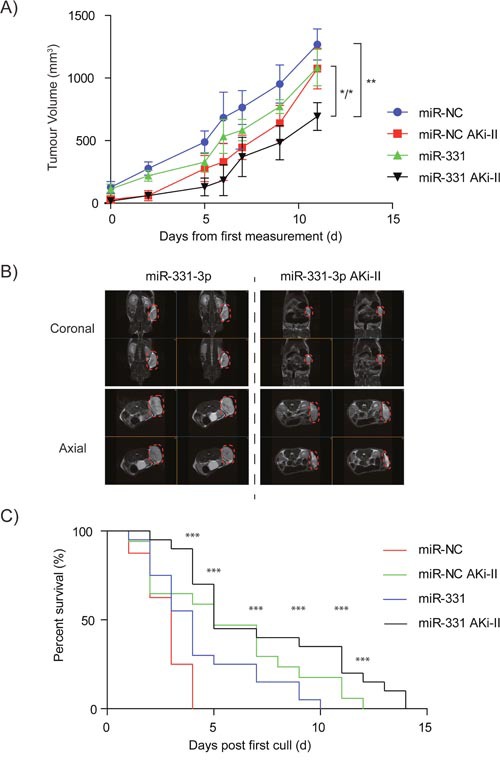
The effects of miR-331-3p and AKi-II pre-treatment of PCa cells on 22Rv1 xenograft growth **(A)** miR-NC and miR-331-3p (+/- AKi-II; 10μM) xenograft NSG mice were monitored over a 33 day period for tumor size and volume. **(B)** Coronal and axial images from Day 33 representative mice from miR-NC and miR-3313p (+/- AKi--II; 10μM) xenograft groups. Tumor area is highlighted by red dash circle. **(C)** End point Kaplan-Meier survival curve of 22Rv1 xenograft mice +/- miR-NC/ miR-331-3p /AKi-II; 10μM). Log-rank (Mantel-Cox) Test; ***p<0.0005. Logrank test for Trend p<0.0011.

## DISCUSSION

These studies demonstrate that miR-331-3p is a tumor suppressor miRNA in PCa and that its loss is associated with a more aggressive disease phenotype. Introduction of miR-331-3p into PCa cells reduces *in vitro* and *in vivo* tumor growth. We identified several new targets for miR-331-3p, one of which, RALA, is a direct target, is downregulated by miR-331-3p in PCa and is an important regulator of PCa growth. We found that an AKi-II was a potent inhibitor of PCa cell growth, and when combined with miR-331-3p further reduced PCa growth *in vivo*.

Over the last decade, global characterisation of miRNAs in cancer, and indeed PCa, has given rise to multiple miRNA signatures associated with a tumorigenic phenotype. miR-331-3p has been associated with chronic and acute lymphoblastic leukemia where it has been described by several separate groups as a potential therapeutic candidate [36–38]. There are a small number of reports that implicate miR-331-3p in the progression or phenotype of PCa [39–41]. Our data contributes to this rapidly growing library of signatures wherein the down regulation or loss of miR-331-3p in PCa appears to contribute to progression and/or phenotype of PCa.

What could be the mechanism for the downregulation of miR-331-3p in PCa? Previously, we investigated whether miR-331-3p in PCa was transcriptionally regulated [21]. We observed that the primary miR-331 transcript was down regulated in a tumor sample compared to a matched non-malignant sample, which resulted in depleted miR-331-3p maturation. This suggested that there was potentially a -pretranscriptional- modification of the primary miR-331 transcript, and ruled out the abnormal maturation of miRNA pathway hypothesis. A common approach to transcript regulation by cells is epigenetic regulation of regions by methylation and acetylation [42–44]. Down regulation of miRNAs, in cancer can be initiated by these epigenetic mechanisms. Here, we sought to investigate whether the observed absence of miR-331-3p in PCa- was due to either DNA methylation or histone deacetylase inhibition and we determined that this was not the case, when compared with a known miRNA, miR-375, whose epigenetic regulation in PCa has been well studied and is transcriptionally repressed via epigenetic mechanisms [67, 45]. Other mechanisms of miRNA down regulation include genomic abnormalities, transcriptional regulation, abnormal maturation pathways and miRNA:miRNA interactions. Pre-transcriptional modifications, such as genomic alterations, are attributed to loss and/or rearrangement of chromosomal locations. The miR-331 gene is situated at chromosomal locus 12q22. Other regions of this chromosome have been found to be lost, mutated or aberrantly expressed in a variety of cancers including pancreatic, gastric, glioblastoma, melanoma and bone marrow/leukemia [46–57]. Therefore, examination of this region for loss or disruption in PCa may provide insight for the down regulation of miR-331-3p expression in our patient sample set.

RALA and PLCγ1 are new targets of miR-331-3p in PCa as determined by bioinformatics, microarray detection, and investigating of a non-malignant vs tumor cohort study. In complimentary reporter gene assays, we validated that RALA is a direct target, evidenced by the wild-type and mutant studies. In contrast, PLCγ1 is an indirect target as the mutation didn't rescue the phenotype in reporter assays. There are two miR-331-3p seed regions within the RALA 3’-UTR compared to one in the PLCγ1 3’-UTR. Both of the RALA 3’-UTR target sequences display complementarity with a seven base pair region (7mer-m8; indicates perfect complementarity between base 2-8 of the seed region [58]) using TargetScan (Release 7.0: August 2015) [59], while the single PLCγ1 miR-331-3p seed region displays a six base pair region, followed by an A (7mer-1A; [58]). Furthermore, context scores of the miR-331-3p sites within the RALA 3’-UTR were higher (context scoring of 80 and 96) compared to the single PLCγ1 site (context score 58). These features combined contribute to the lack of rescue of the mutated PLCγ1 target, and our conclusion that PLCγ1 is an indirect target of miR-331-3p.

Our *in vivo* studies provide robust evidence that replacement of miR-331-3p inhibits PCa growth, consistent with its loss from tumor tissue, and its designation as a tumor suppressor. This effect is potent and long lasting, as cells were transfected only once with the miRNA, prior to being injected intravenously on only one occasion. However, this resulted in a significant biological effect with growth reduction. In fact, we have noticed in similar experiments that transient miRNA expression yields elevated levels of the miRNA in the mouse for up to 17-33 days (unpublished communication). This will be important as the field of RNA-based drug therapy progresses, and variations of miRNAs are developed for delivery as systemic therapy.

The RAL family of small G proteins (RALA and RALB) plays many different roles in tumorigenesis, invasion and metastasis [60–63]. A recent publication indicated that a transiently increased expression of RALA decreased sensitivity to BCNU (Carmustine) and etoposide [60], and increased wound healing [60]. Somewhat contradictory to this, an earlier study by Oxford et al indicated that constitutively active RALA expression inhibited migration [61]. Our observations are consistent with those of Jeon et al, and we propose that the miR-331-3p induced reduction of RALA in our cancer models is cyto “destructive” and anti-migratory. While our model clearly shows that RALA is down regulated with transient miR-331-3p over expression, miR-331-3p also contributes to the down regulation of multiple other transcripts within the cell, as evidenced by our microarray data. 

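MARCKS, a protein kinase C substrate at the plasma membrane, had a log2 signal of 11.13 ± 0.020 (SD, n = 3) in the arrays labelled miR-331-3p and 10.20 ± 0.076 (SD, n = 3) in those labelled miR-NC, a log2 difference of 0.93 (standard error 0.073, adjusted p = 3.4e-05 from limma). This direction is opposite to the paper's, and an exchange of the labelled groups would turn it and those of RALB, AURKA and AURKB. RALB, the closest relative of RALA, had a log2 difference of -0.17 (standard error 0.074, adjusted p = 0.21 from limma). AURKA, which encodes the kinase Aurora A, was lower in the arrays labelled miR-331-3p, with log2 differences of -0.47 and -0.35 at its probes (adjusted p = 0.0082 and 0.039 from limma). The second of these calls was lost without a minimum signal, at adjusted p = 0.072, and on leaving out miR-NC replicate B or C or miR-331-3p replicate A or B, at adjusted p from 0.057 to 0.16, and both were lost with the methods' t-test after adjustment. AURKB, which encodes Aurora B, had a log2 difference of -0.25 (standard error 0.093, adjusted p = 0.14 from limma), and passed with array weights (adjusted p = 0.042) and without miR-331-3p replicate C (adjusted p = 0.022).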

Our RALA siRNA data also indicates that in PCa, RALA is pro-tumorigenic, and thus targeting of RALA is likely to be anti-proliferative. Hence, the effects of miR-331-3p on PCa proliferation and migration, are in part, mediated by RALA and/or the RALGEF/Ral activation pathways in PCa cells.

We chose an AKi-II so that we could further inhibit the RAL signaling pathway and determine if we could augment the miR-331-3p-induced reduction of tumor growth. Aurora kinase phosphorylates and activates RALA on a specific site (S194) and is crucial for downstream activation of RALBP1, and promotes tumorigenesis [64]. Thus inhibiting AKII should produce a significant impact on RALA, as it will reduce its functional capacity, and if combined with miR-331-3p it would reduce its tumor level of expression as well. Our studies support this notion, where we were able to get the greatest suppression of tumor growth *in vivo* when miR-331-3p pre-treatment was combined with AKi-II treatment. There are a number of selected publications investigating the efficacy of AKi's specific to PCa [27–30]. Lee et al report that Aurora Kinase inhibitor VX680 reduces cancer cell survival and the effect is enhanced in combination with other chemotherapies (Doxorubicin) [29]. Chieffi et al found that inhibitors of Aurora Kinases, specifically Aurora B, interfere with cell proliferation and may be a therapeutic target for PCa [27]. However, Meulenbeld et al showed that monotherapy of Danusertib, an AKi, showed minimal efficacy in its actions on CRPC, indicating a need for combination therapies [28]. Significantly, a recent finding by Ottman et al reports that the effect of Aurora Kinase inhibitor VX680 (and other current chemotherapeutics) on LNCaP and PC-3 cells is enhanced by the restoration of miRNAs from the miR-17-92a cluster [30]. Herein, we also show that the efficacy of AKi-II treatment may be improved by introduction of miRNAs, as the introduction of miR-331-3p pre-treatment in combination with AKi-II treatment has lasting effects on *in vitro* cell proliferation and colony formation, and most importantly, PCa cell xenograft growth.

Our results lead us to conclude that loss or reduction of miR-331-3p expression in PCa is a common finding and is an indicator of aggressive disease. This down-regulation of miR-331-3p removes suppression of expression on several key downstream targets within the RAS activated and other pathways, which further contribute to disease progression. Specifically, miR-331-3p targets RALA directly reducing its effects on proliferation, migration and tumor growth of PCa cells. Most significantly, when miR-331-3p is combined with existing inhibitors of RAS activated pathways, such as the AKi-II, the combination further reduces *in vivo* PCa tumor growth suggesting a new potential combinatorial approach for treating CRPC.

## Materials and Methods

### Cell culture, plasmid DNA, miRNA precursor, siRNA molecules and inhibitors

LNCaP, DU145 and 22Rv1 cells were obtained from the American Type Culture Collection (ATCC) and cultured at 37°C / 5% CO_2_ in RPMI-1640 supplemented with 10% fetal bovine serum (FBS). C4-2B cells were obtained externally and their phenotype confirmed via STR profiling (Cell Bank Australia, Melbourne). Synthetic miRNA precursor (pre-miR) molecules corresponding to human miR-331-3p (pre-miR-331-3p; Product ID: PM10881), miR-375 (pre-miR-375; Product ID: PM10327) and a negative control miRNA (pre-miR-NC; Negative Control #1, Product ID: AM17110) were sourced from Ambion (Thermo Fisher Scientific). miRNA 3’-UTR target clones for RALA (Product ID HmiT016093), RALA 3’UTR mutant (CS-HmiT016093-MT01-01), PLCγ1 (Product ID HmiT013239) and PLCγ1 3’UTR mutant (CS-HmiT013238-MT01-01) were generated by GeneCopoeia™. Mutation of the candidate miR-331-3p seed sites within the 3’UTR of RALA were nt 1587 CCAGGGG to GGTCCCC and nt 2628 CCAGGGG to GGTCCCC of the complete cDNA sequence; and 3’-UTR of PLCγ1 were nt 612 CAGGGG to GTCCCC (TargetScan Release 7.0: August 2015). Silencer Select siRNAs to RALA (Cat #4392420; Product ID: s11759, s11760), PLCγ1 (Cat #4427037; Product ID: s10631, s10632, s10633) and a negative control siRNA (Cat #4390843; Product ID: Negative Control #1) were sourced from Ambion. Trichostatin A (TSA) (Cat #T-8552) and 5-aza-2’-deoxycytidine (AZA) (Cat #A-3656) were from Sigma and Aurora Kinase inhibitor II (AKi-II) was from Santa Cruz Biotech (Cat #SC-203827).

### RNA extraction, reverse transcription and quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cell lines and tissue samples using QIAzol reagent as per the manufacturer's instructions (Qiagen). For RNA extractions from tissue, samples were homogenized in QIAzol for 2 × 45 sec pulses using 2.8 mm ceramic beads in a Precellys 24 Homogenizer (Bertin Technologies) prior to RNA extraction. For RT-qPCR, 125 ng RNA was reverse transcribed using a QuantiTect reverse transcription kit (Qiagen). Quantitative PCR was performed in a Corbett 6000 Rotor-Gene thermo cycler (Corbett Research) using QuantiTect SYBR Mix (Qiagen) or Bioline SensiMix (QT605-20) and validated QuantiTect primers (Qiagen) for DNAJC14 (Cat #QT00197043), ERBB-2 (Cat #QT00060746), RALA (Cat #QT00002772), EFNB2 (Cat #QT00024850), DOHH (Cat #QT00235536), PLCγ1 (Cat #QT00048377), TAB1 (Cat #QT00080934), ACTB (Cat #QT01680476), GAPDH (Cat #QT00060746), TUBA1B (Cat #QT00087626) and HPRT1 (Cat #QT00059066). Expression of target mRNAs in all samples were referenced against ACTB, GAPDH, TUBA1B and HPRT1 using GENorm and Normfinder (GenEx software) and relative expression was calculated using the 2^-ΔΔCt^ method. For miRNA expression, 10 ng total RNA was used in TaqMan^®^ miRNA assays (Life Technologies) for hsa-miR-331-3p (Assay ID 000545), hsa-miR-375 (Assay ID 000564) and RNU6B small nuclear RNA (Assay ID 001093) [65] and analyzed in an LC480 Real Time PCR machine (Roche) or a ViiA7 Real Time PCR machine (Life Technologies). The 2^-ΔΔCt^ method was used to determine mature miR-331-3p or miR-375 expression relative to RNU6B small nuclear RNA (snRNA) [66].

### Transfection of siRNA, miRNA precursor molecules and reporter gene assays

PCa cell lines cells were seeded into 6-well or 12-well plates or 10 cm diameter dishes and transfected using Lipofectamine 2000 (Thermo Fisher Scientific). Pre-miRNA molecules were used at final concentrations of 5-50 nM, while siRNA was used at 5-20 nM. Cells were harvested after 24 h for RNA isolation and 3 d for protein extraction. Reporter gene assays were performed as described [21], using bicistronic firefly/*Renilla* luciferase reporter plasmid DNA (RALA 3’-UTR, RALA 3’-UTR mutant, PLCγ1 or PLCγ1 3’-UTR mutant) and 5 nM final concentration of pre-miRNA (pre-miR-331-3p or pre-miR-NC). Lysates were assayed for firefly and *Renilla* luciferase activities using the Dual Luciferase Reporter Assay System (Promega) and a Fluostar OPTIMA microplate reader (BMG Labtech).

### Protein extraction, western blotting and immunohistochemistry

Cytoplasmic protein extracts were prepared and western blotting performed as described [21]. Briefly, protein samples were resolved in NuPAGE 4-12% Bis Tris gels (Thermo Fisher Scientific) and transferred to PVDF membranes (Roche). Membranes were blocked in Tris-buffered saline/Tween 20 (TBST)/5% skim milk and probed with β-actin [AC-15] (Abcam ab6276; 1:10000) and RALA (Cell Signaling Technologies #4799; 1:1500). Detection was performed using horseradish peroxidase-linked anti-mouse IgG (GE Healthcare; Cat #NA931V) or anti-rabbit IgG (GE Healthcare; Cat #NA934V) with Luminata Classico Western HRP substrate (Millipore #WBLUC0100) and ECL-Hyperfilm (VWR #GE HE28-9068-37). Tissue microarray (TMA) slides (Cat. #PR243a) obtained from US Biomax, Inc. (Rockville, USA; Supplementary Table 1). Sections were de-paraffinized in xylene, rehydrated through graded alcohols and subjected to antigen retrieval in citrate buffer pH 6.0 under pressure. Sections were incubated with a RALA antibody (Cell Signaling Technologies #4799; 1:100) for 60 minutes and immunoreactivity visualized using a Dako Envision+ Dual link system-HRP (30 min) and diaminobenzidine (DAKO). Stained slides were independently scored by three researchers.

### DNA methylation and histone deacetylase inhibitors

LNCaP cells were seeded in 6 well plates at 1 × 10^5^ cells/well and treated with vehicle, Trichostatin A (TSA) (200 ng/mL) or 5-aza-2’-deoxycytidine (AZA) (5 μM). RNA was harvested and used for Taqman RT-qPCR detection of miR-331-3p, miR-375 and RNU6B, as described above. miR-375 was used as a positive control miRNA for both TSA and AZA treatment [67].

### PCa cell xenograft model and tumor imaging

22Rv1 cells were transfected as described above with pre-miR-331-3p or pre-miR-NC (50 nM). At 72 hrs post transfection cells were counted and 1 × 10^6^ cells in 150 μL of a 1:1 dilution of RPMI-1640 and Matrigel™-HC (BD BioSciences) was injected subcutaneously into NOD/SCID gamma (NSG) mice (Jackson Laboratory) (12 per group). Where applicable, cells were treated with AKi-II (10 μM) at 48 hr post pre-miR transfection and harvested 24 hrs later for xenograft transplantation [68]. T2 weighted coronal and axial images of NSG mice were generated using a 3.0T MRS 3000 preclinical MRI system at the Australian Cancer Research Foundation Imaging Facility at the Harry Perkins Institute of Medical Research, Perth, Australia.

### Cell proliferation, migration and colony forming assays

Cells transfected with pre-miRNA molecules or siRNAs (as described above) were trypsinized 1-2 days following transfection, plated in 96 well plates at 5000 cells/well and proliferation evaluated using a CellTiter 96 Aqueous One Solution Cell Proliferation System (Promega) in a Fluostar OPTIMA microplate reader (BMG Scientific). The xCELLigence™ system (*In Vitro Technologies*) was used to measure cell proliferation and migration in a real time setting. Pre-miR transfected cells were seeded 1-2 days post transfection into 16 well xCELLigence E-plates for proliferation (5000 cells/well) or 16 well CIM plates for migration (40,000 cells/well), and assayed according to the manufacturer's instructions at 72 h or 24 h, respectively. For colony forming assays, 1000-5000 cells were plated into 10 cm diameter dishes and 3 weeks later colonies were stained with Crystal Violet as previously described [19].

### Prostate tissues

Matched prostate tumor and non-malignant adjacent prostate tissues from 11 patients in a pilot cohort or 46 patients in a subsequent cohort were obtained from Dr. Ronald Cohen (Uropath, Perth, Western Australia). Clinical characteristics of prostate tumor samples were provided and verified to contain >80% tumor by a pathologist.

### cDNA microarray expression profiling and analysis

For microarray analysis, total RNA was isolated from LNCaP cells 24 h following transfection with 30 nM pre-miR-331-3p or pre-miR-NC. The quantity and integrity of extracted RNA was confirmed using a 2100 Bioanalyzer (Agilent Technologies) and gene expression profiling was performed in triplicate by the Australian Genome Research Facility (AGRF; Victoria, Australia) using Human-6 v3 array chips (Illumina). Data normalization was performed by the AGRF. Briefly, raw signal intensity values were subjected to variance stabilization transformation including background correction, log2 transformation and variance stabilization, using the R Bioconductor ‘lumiR’ package (http://www.bioconductor.org/), followed by quantile normalization in Partek^®^ Genomics Suite 6.5 (Partek, Inc).

Ingenuity Pathway Analysis^®^ (Ingenuity System, Inc) and TargetScan (Version 7.1: June 2016) were used to provide metadata on putative miR-331 target genes downregulated by miR-331-3p in the microarray. Specifically, Ingenuity Pathway Analysis^®^ and bioinformatics programs DIANA miR-ExTra (DNA Intelligent Analysis; http://diana.imis.athena-innovation.gr/DianaTools/index.php) [69] and DAVID (The Database for Annotation, Visualization and Integrated Discovery) [70, 71] were used to determine the pathway targets and cellular functions of genes down regulated by miR-331-3p, with corresponding figures produced by PathDesigner^®^. Clustering, volcano and scatter plots showing the distribution of differential gene expression induced by miR-331-3p, were produced from normalized data using the R ‘graphics’ package [72]. A heat map and a Venn diagram were produced with the R ‘gplots’ and the R ‘vennDiagram’ packages, respectively. Microarray expression data has been deposited in the Gene Expression Omnibus under Accession Number GSE96918.

### Publicly available microarray datasets

Cohorts from The Cancer Genome Atlas (TCGA) consisting of varying numbers of prostate cancer patients (see Tables 1, 3, 4 and 5) were analysed by comparing expression of miR-331-3p in tumor tissue vs normal adjacent benign prostate tissue and correlation coefficients of intratumoral RALA, PLCγ1 or miR-331-3p expression (prostate cancer) relative to clinicopathologic features of Gleason score, tumor stage, ratio of positive lymph nodes and PSA values [73].

### Statistical analysis

Analysis of RT-qPCR data was performed using GenEx software (MultiD), at a minimum confidence interval of 95% (CI=0.95) with normality of data confirmed by Kolmogorov-Smirnoff test (KS Test). Gene and miRNA expression in nonmalignant and malignant prostate tissues was compared using the Wilcoxon matched pairs signed rank test. Student's *t*-test was used to analyze luciferase assays, cDNA microarray results, TCGA/public arrays, and PCa xenograft volumes. Synergy or additivity in combined miRNA, siRNA and/or AKi-II experiments was assessed according to the method of Bliss [74], where synergy occurs when E_Bliss_ < E_Observed_. For xenograft survival curves, Log-rank (Mantel-Cox) and Gehan-Breslow-Wilcoxon testing was used for determining significance differences between survival curves and Log-rank test for trends were performed to indicate trend significance of survival curves (Prism 5.0).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

Abbreviations used are: miRNA: microRNA
PCa: prostate cancer
CRPC: castrate resistant prostate cancer
mRNA: messenger RNA
RT-PCR: reverse transcriptase polymerase chain reaction
RT-qPCR: quantitative RT-PCR
UTR: untranslated region
siRNA: short interfering RNA
pre-miR: precursor miRNA
miR-NC: negative control miRNA
nt: nucleotide
SEM: standard error of the mean
SD: standard deviation
DAVID: (The Database for Annotation, Visualization and Integrated Discovery)
RALA: V-Ral Simian Leukemia Viral Oncogene A
PLCγ1: phospholipase C gamma 1
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
AKi-II: Aurora Kinase Inhibitor II
AKi’s: Aurora Kinase Inhibitors
TSA: Trichostatin A
AZA: 5-aza-2’-deoxycytidine
CI: confidence interval
KS test: KolmogorovSmirnov- test
NAT: Non-malignant adjacent tissue
T: Tumor
TNM: Tumor-Nodes-Metastasis

# Supplementary material for: miR-331-3p and Aurora Kinase inhibitor II co-treatment suppresses prostate cancer tumorigenesis and progression
**Source:** Oncotarget. 2017 Jun 27;8(33):55116–34. doi: 10.18632/oncotarget.18664
**Supplement:** Supplementary file 2

**Supplementary Table 2.** Down regulated gene list from LNCaP miRNA array (Fig 3A). Genes are ranked from greatest down regulation to least, constrained at -1.5 fold.

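The table gives a p-value and a fold change for each gene, with a minus sign for down regulation by the treatment. The copy used here holds 146 rows with 137 distinct symbols, against the 148 genes in the paper. Its folds run in size from 1.50 to 4.02, and 3 rows have a p above 0.05. By gene name, 134 rows were matched to a probe. Where a gene had several probes, the one closest in size of fold was taken, whatever its sign. BEXL1 and BEX4 were matched to the same probe. In 132 of the matched rows the size of the fold equalled that between the labelled groups within 1%. The p-values of those 132 rows were likewise within 1% of Student's test of the deposited values. In all 134 matched rows the signal was higher in the arrays labelled miR-331-3p. Searched by size and p alone within 1%, the other 14 rows (12 without a match by name and 2 of unequal size) each found exactly 1 probe, none of them matched before, and all 14 probes were higher in the arrays labelled miR-331-3p. With the p-values exchanged between these rows, 39 of 182 pairs found a probe.

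**Figure D3:**
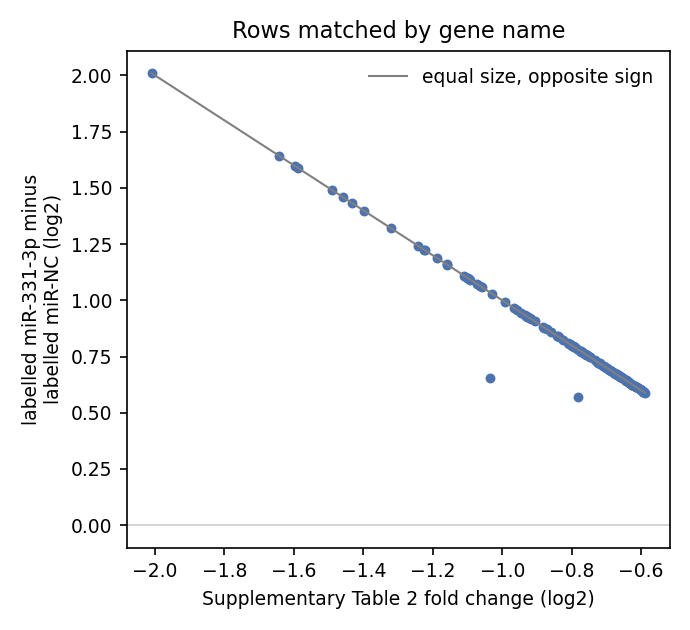
Log2 difference of the arrays labelled miR-331-3p minus those labelled miR-NC (vertical axis) against the log2 of the paper's fold in Supplementary Table 2 (horizontal axis), 1 point for each of 134 rows matched by gene name. The line marks equal size and opposite sign, and 132 points lie on it within 1%.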

How the deposited data were processed for this re-analysis (not part of the article)

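Gene expression was measured in LNCaP cells 24 h after transfection with 30 nM pre-miR-331-3p or pre-miR-NC, on 6 Illumina Human-6 v3 arrays. Each group has 3 arrays by its labels. The authors deposited log2 values: raw signals were background corrected, transformed with variance stabilization in lumi and quantile normalized in Partek Genomics Suite, as the paper's methods state. A table of raw signals with detection p-values has 12 columns whose names tie them to no sample, and these were not used.

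The plan fixed before the data were examined was to correct and normalize the raw signals and to filter on their detection p-values. Since those columns could not be tied to samples, the authors' log2 values were tested instead, and the filter became a mean of at least 7 over the 6 arrays, chosen from the distribution of the means before the groups were compared. This kept 16752 of 48802 probes. Alternatives that need raw signals (no background correction, another offset, median scaling, a stricter detection filter and the beadchip as a block) were not run. Cyclic loess was run on the authors' values, which were already quantile normalized. Tests of a seed site were not run, as 3'UTR sequences were not used here.

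Probes were named through the platform annotation, with symbols updated by gene identifier for 27540 of the 27577 probes with a single symbol. Names came from an annotation of assembly GRCh38.p14, and no coordinates were taken from it. Of 303 listed genes, 233 were tested, 43 had no probe at the minimum signal, and 27 more were not analysed here. Differences were tested on the log2 scale with limma 3.58.1 (lmFit and eBayes, without a block) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. The exact permutation test of 3 arrays against 3 cannot give a p under 0.1. For gene lists, the probe with the highest mean signal stood for its gene, and limma's camera with a preset correlation of 0.01 was applied to 17 lists. The interferon, metallothionein, NRF2, BEX and UGT2B lists were drawn up after Supplementary Table 2, which holds some of their members, had been read. It also holds members of other lists, among them RAP2A, SYT4, P4HB and VIM, whose direction is therefore not independent evidence. Probes of 1 gene were called in opposite directions.

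Genes were named by a rule written before the data were examined, when the values of Supplementary Table 2 had been seen: genes the paper names from the array, the 12 largest increases and the 12 largest decreases past the threshold with groups that do not overlap, up to 4 members of each list past the threshold, and genes the paper discusses. On simulated values for the 16752 probes with 200 changed, the test of miR-331-3p against miR-NC found 83% of 100 changes of 1.5 fold and 93% of 100 changes of 2 fold, with 3 false calls. The simulated noise was normal and independent between probes and arrays. Deviations that probes share, or that mark a single array, were not simulated, so these rates need not hold for the real arrays. Alternatives were the filter, the methods' t-test, array weights, a replicate block, leaving out each array, and for lists an estimated correlation, fry and the mean of all probes. A minimum of 7.5, cyclic loess and an intensity trend in the variance were added after seeing the data. The number of arrays limits the precision. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the comparison with the paper's table and for figures.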

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

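The 109 probes lower by at least 1.5 fold in the arrays labelled miR-331-3p lie on the side of the comparison that the paper does not list. The highest count on 1 side in the other splits of the 6 arrays was 30. With 10 splits a share under 0.05 cannot be reached (1 of 10 here, as for the 151 probes on the other side, where the highest other count was again 30). For the 613 lower and 720 higher probes at the adjusted threshold, the highest other count was 0 in both cases, by limma. Each other split mixes the labelled groups, so their difference adds to the spread within it. Low counts there do not show what groups without a difference would give.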

How the results depend on the processing

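The alternatives with a minimum of 7.5, cyclic loess and an intensity trend were chosen after seeing the data. The sign of the matched rows of Supplementary Table 2 held in all 134 under each alternative run, except that 1 lay under the minimum of 7.5 and was not tested there. Of these alternatives, only array weights, cyclic loess and leaving out arrays change a difference of group means. With the methods' t-test after adjustment, 49 probes were lower and 115 higher, and 4 of the 7 candidate targets passed. The differences of group means are the same in both tests. limma shares information on the variance between probes, which added 7.11 prior degrees of freedom, and the t-test does not. How much of the loss this accounts for was not tested. Leaving out each array in turn gave 263 to 697 probes lower and 363 to 765 higher at the adjusted threshold, 83 to 182 lower and 151 to 164 higher by 1.5 fold, with fewer samples in each fit. Whether the letters A, B and C pair the arrays is given by neither the labels nor the paper, and pairing is not excluded. The correlations of same-letter deviations were -0.04, 0.02 and 0.22, and only the C arrays correlated best with their own letter. The replicate block gave 670 probes lower and 742 higher, against 613 and 720 without it. With that block the cholesterol list kept a median of 0.12 but missed the threshold, at adjusted p = 0.050 from camera (0.032 without it). No other list changed sides with the block. With an estimated correlation, lists of NRF2 genes, androgen-induced genes, RAS signaling, cholesterol synthesis and neuroendocrine markers, with medians of 0.13, 0.33, 0.10, 0.12 and 0.17, missed the threshold. By the mean of all probes the cholesterol list had a median of 0.011 and missed it, NRF2 genes had 0.058 and RT-qPCR reference genes -0.13. With no filter, NRF2 genes had 0.078, neuroendocrine markers 0.058, PI3K/AKT genes 0.012 and basal and mesenchymal markers 0.012. With a minimum of 7.5 the cholesterol list missed the threshold at 0.13, and the basal and mesenchymal list passed at 0.60, the value of its member VIM. By fry, which compares a list with no other genes, the basal and mesenchymal list passed at 0.029. Medians near 0 changed sign: p53 target genes to 0.020 with no filter and 0.035 with a minimum of 7.5, RT-qPCR reference genes to 0.026 with array weights and 0.0079 with cyclic loess, and unfolded protein response genes to 0.00062 with cyclic loess. Without each array in turn, medians ran from -0.057 to 0.11 for PI3K/AKT genes, -0.010 to 0.017 for unfolded protein response genes, -0.023 to 0.010 for p53 target genes, 0.074 to 0.14 for cholesterol genes, 0.044 to 0.11 for RAS signaling, 0.076 to 0.15 for NRF2 genes, 0.11 to 0.21 for neuroendocrine markers, -0.097 to -0.021 for microRNA machinery, 0.023 to 0.098 for basal and mesenchymal markers and -0.038 to 0.030 for RT-qPCR reference genes, and the second probe of ATPAF1, which passed no test, from -0.019 to 0.13. The causes were not tested. Of 656 values of named probes under the alternatives, 624 stayed on their side and in their direction, and 17 of the 28 lost calls came with the t-test. Settings that need raw signals, detection p-values or beadchips, and tests of seed sites, were not run. Signals near the minimum of 7 limit what can be read of dim probes.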

Differences from the paper's values

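The paper gives signed fold changes of treated over control cells, and all 9 genes it names from the array differ in sign from the values between the labelled groups. DNAJC14 has -2.28 in the paper and 2.28 here, ERBB2 has -2.16 in the paper and 2.16 here, and RALA has -1.94 in the paper and 1.94 here. EFNB2 has -1.74 in the paper and 1.74 here, DOHH -1.58 in the paper and 1.58 here, PLCG1 -1.56 in the paper and 1.56 here, and TAB1 -1.55 in the paper and 1.55 here. RRBP1 has -4.02 in the paper and 4.02 here, and MARCKS -1.90 in the paper and 1.90 here. With the groups taken in the other direction, each of these pairs is equal at the digits given. Under the labels, the sign stayed opposite for each gene with array weights and with each array left out. The groups do not overlap at these genes, so leaving out any array could not turn the sign. The filter, the methods' t-test and the replicate block leave a difference of group means unchanged and could not turn it either. These are the alternatives set before the data were examined that could be run. The heat map of Fig. 3B shows these genes lower in the samples given pre-miR-331-3p, where the arrays under that label are higher here. The paper's 148 genes lower by at least 1.5 fold stand beside 109 probes on that side under the labels and 151 probes on the other. With an unadjusted p under 0.05 from the methods' t-test as well, these are 89 and 148 probes, though 3 rows of the paper's table have a p above 0.05.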

Other observations

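The tests of the exchanged sign, of single probes and of the splits were chosen after the result was seen, unlike those of genes matched on signal. Of 26 measured interferon-stimulated genes, 10 were higher in the arrays labelled miR-331-3p and none was lower (15 higher when adjusted over the list alone). CXCL10, a chemokine, had a log2 difference of 0.94 (adjusted p = 8.9e-05 from limma), IFIT1 0.69, CCL5 0.67 and IFI27 0.66. All 8 measured metallothionein and zinc response genes were higher (8 when adjusted over the list alone), among them MT1G, at 0.73, MTF1, the zinc-sensing transcription factor, at 0.66, and MT2A, at 0.63. All 4 measured BEX genes were higher (4 when adjusted over the list alone), with BEX1 at 0.92, BEX3 at 0.84 and BEX4 at 0.65. Of 7 UGT2B glucuronidation genes, whose enzymes include some that inactivate androgens, 5 were higher and none was lower (6 when adjusted over the list alone), with UGT2B17 at 0.62. These 4 lists passed camera, at adjusted p = 6.5e-10, 1.0e-10, 1.7e-08 and 1.7e-06, and also with an estimated correlation at adjusted p = 0.024 each. By the methods' t-test after adjustment, only 2 of the 26 interferon-stimulated, 1 of the 8 metallothionein, 1 of the 4 BEX and 2 of the 7 UGT2B genes passed. These lists were drawn up with some members of the paper's table in view, so their direction is not independent evidence.

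Of 17 androgen-induced genes, 9 were higher in the arrays labelled miR-331-3p and none was lower (11 higher and 1 lower when adjusted over the list alone), with TMPRSS2 at a log2 difference of 0.53 and KLK2 at 0.33. The list had adjusted p = 0.00039 from camera, and adjusted p = 0.11 with an estimated correlation. Of 15 NRF2, heme and iron genes, 5 were higher and 1, SLC7A11, was lower (5 and 1 when adjusted over the list alone), with AKR1C2 at 0.81 and FTL, a ferritin chain, at 0.70, and the list had a median of 0.13 (adjusted p = 0.011 from camera, 0.10 with an estimated correlation), 0.076 without miR-NC replicate C (adjusted p = 0.025), 0.078 with no filter and 0.058 by the mean of all probes. Of 17 cholesterol and fatty acid synthesis genes, 3 were higher (3 when adjusted over the list alone), with SC5D at 0.46, and a median of 0.12 (adjusted p = 0.032 from camera, 0.11 with an estimated correlation). This call was lost without miR-NC replicate B, miR-331-3p replicate A or miR-331-3p replicate B, at adjusted p = 0.071, 0.063 and 0.060, and the median was 0.074 without miR-331-3p replicate C and 0.011 by the mean of all probes, where the call was lost too. Of 22 unfolded protein response genes, 2 were higher and 3 lower (3 and 5 when adjusted over the list alone), with P4HB at 0.76 and ASNS at -0.44 (adjusted p = 0.85 from camera). Of 11 microRNA machinery genes, 1 was lower, DICER1 (2 lower and 1 higher when adjusted over the list alone), with adjusted p = 0.29 from camera. Of 5 measured neuroendocrine markers, 2 were higher (2 when adjusted over the list alone), SYT4 at 0.78 and DDC at 0.39. The list had a median of 0.17 (adjusted p = 0.011 from camera, 0.10 with an estimated correlation), 0.11 without miR-331-3p replicate B (adjusted p = 0.024 from camera) and 0.058 with no filter (adjusted p = 0.036 from camera). With a minimum of 7.5, chosen after seeing the data, the median was 0.39 (adjusted p = 0.027 from camera), at the digits given the value of DDC. Of 5 measured basal and mesenchymal markers, 1 was higher, VIM at 0.60 (2 when adjusted over the list alone), with a median of 0.029 (adjusted p = 0.16 from camera), 0.098 without miR-NC replicate C and 0.012 with no filter. The list passed with a minimum of 7.5, chosen after seeing the data, at a median of 0.60 (adjusted p = 0.027 from camera). That median is the value of VIM, which Supplementary Table 2 also holds, so this call may rest on VIM alone. The list also passed by fry (adjusted p = 7.6e-05). Of 4 RT-qPCR reference genes, GAPDH was lower, at -0.34 (1 when adjusted over the list alone), with adjusted p = 0.71 from camera. By the methods' t-test after adjustment, 3 androgen-induced, 2 NRF2, 1 unfolded protein response and 1 microRNA machinery gene passed, and 0 of the cholesterol, neuroendocrine, basal and mesenchymal or RT-qPCR reference genes.

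The fold changes of Supplementary Table 2 carried the opposite sign in the labelled arrays. A single array with the wrong label is argued against: it would make 3 other splits of the 6 arrays as good as the labelled one, and these called at most 0 probes against 1333, a test taken up after correlations had left it open (each of the 6 arrays had a higher mean correlation with its own group, but only 4 had their lowest there above their highest with the other group). An exchange of the groups as a whole is consistent with the 132 rows of equal size and opposite sign. Whether the labels or the sign of the table carry it is not settled by the files, and an exchange would turn each direction given under these labels. The paper's RT-qPCR of all 7 candidate targets and its seed regions in the listed genes run with the sign of the table. So do its reporter assays of the RALA and PLCG1 3'UTRs (rescued by mutation for RALA, not for PLCG1). Their direction does not rest on the array labels, and they argue against the labels rather than the table. They are other measures and do not show where the exchange was made.

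In the array labelled miR-331-3p replicate C, 53 probes lay at least 1 log2 unit below the mean of the other 5 arrays and over 0.7 below the lowest of them, against 0 in each other array. Loss of the transcripts in that culture for the genes as a whole is argued against by 45 other probes of 29 of these genes, whose median difference was -0.19. For part of the genes it stays open, as 6 genes had another probe below -0.5 (9 probes, down to -0.99 for AP1S1 outside the pattern). Failure of single probes on that array is consistent with most of these values, as 2 of the 45 met the same rule, and no biological explanation was tested. A change of isoform stays open and was not tested, and 16 of the 53 probes are among the 109 lower by 1.5 fold, of which 75 stayed past that fold without this array.

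The interferon, metallothionein, BEX and UGT2B lists were higher as lists, with a median over their 45 members of 0.44. The list of 39 cell cycle genes had a median of -0.19, with 7 members lower at the adjusted threshold and 1 higher when adjusted over the list alone. Genes matched to the members on mean signal had a median of -0.0033 for the former and -0.0050 for the latter. No intensity-dependent shift was thus left by the normalization at these signals. Quantile normalization gives all arrays the same distribution of signals and so holds such medians near 0 largely in advance. The transfected precursor and any difference between the cultures of the groups stay open, and the design does not separate them.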
